# TGF-β2 enhances expression of equine bone marrow-derived mesenchymal stem cell paracrine factors with known associations to tendon healing

**DOI:** 10.1186/s13287-022-03172-9

**Published:** 2022-09-16

**Authors:** Drew W. Koch, Lauren V. Schnabel, Ilene M. Ellis, Rowan E. Bates, Alix K. Berglund

**Keywords:** Mesenchymal stem cell, Tenocyte, TGF-β, Equine, Tendon, RNA-sequencing, Paracrine factors, Extracellular matrix

## Abstract

**Background:**

Mesenchymal stem cells (MSCs) secrete paracrine factors and extracellular matrix proteins that contribute to their ability to support tissue healing and regeneration. Both the transcriptome and the secretome of MSCs can be altered by treating the cells with cytokines, but neither have been thoroughly investigated following treatment with the specific cytokine transforming growth factor (TGF)-β2.

**Methods:**

RNA-sequencing and western blotting were used to compare gene and protein expression between untreated and TGF-β2-treated equine bone marrow-derived MSCs (BM-MSCs). A co-culture system was utilized to compare equine tenocyte migration during co-culture with untreated and TGF-β2-treated BM-MSCs.

**Results:**

TGF-β2 treatment significantly upregulated gene expression of collagens, extracellular matrix molecules, and growth factors. Protein expression of collagen type I and tenascin-C was also confirmed to be upregulated in TGF-β2-treated BM-MSCs compared to untreated BM-MSCs. Both untreated and TGF-β2-treated BM-MSCs increased tenocyte migration in vitro.

**Conclusions:**

Treating equine BM-MSCs with TGF-β2 significantly increases production of paracrine factors and extracellular matrix molecules important for tendon healing and promotes the migration of tenocytes in vitro.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-022-03172-9.

## Background

Mesenchymal stem cells (MSCs) are fibroblast-like cells that can be isolated from various tissues including bone marrow, adipose, peripheral blood, and cord blood. Although MSCs can be directed to differentiate into cartilage, fat, and bone in vitro, there is little evidence to support that MSCs engraft and differentiate into new tissue once injected in vivo [1]. Instead, MSCs secrete numerous paracrine factors that recruit and support the differentiation of endogenous progenitor cells, promote angiogenesis, inhibit apoptosis, and modulate local immune responses [2]. Extracellular matrix (ECM) proteins secreted by MSCs may also directly contribute to tissue healing or be used to generate acellular scaffolds for tissue engineering [3–5]. MSCs are therefore of interest as a regenerative therapy to enhance the endogenous healing of injured tissues.

Due to the lack of inherent healing capacity within the tendon, improved therapies for tendon regeneration are needed to promote return to functionality after injury. Bone marrow-derived MSCs are currently used to treat tendon injuries in horses and are actively being investigated in preclinical research and clinical trials for treating human tendon injuries as well. Horses with superficial digital flexor tendon (SDFT) injuries treated with autologous MSCs had reduced reinjury rates, improved fiber alignment, and less inflammatory cell infiltrate compared to horses that did not receive MSCs [6–8]. In a rat Achilles tendon repair model, tendons treated with BM-MSCs had higher maximum load to failure and stiffness compared to control tendons as well as increased expression of pro-tendon healing factors, scleraxis and tenomodulin [9]. However, results from human clinical trials using MSCs to treat musculoskeletal injuries have failed to meet the expectations set by preclinical animal models. A number of factors have likely contributed to this including immunocompatibility, cell quality and dose, and inconsistent culture protocols [10–12]. Current trends in MSC research are therefore focused on improving the consistency and quality of MSCs to increase their therapeutic efficacy.

There is considerable interest in in vitro priming or “licensing” of MSCs to enhance their secretome and increase the expression of paracrine factors specific for the type of injury or disease being treated. Previous research has focused primarily on priming MSCs with inflammatory cytokines like IFN-γ, TNF-α, or IL-1β to increase expression of growth factors and anti-inflammatory cytokines from MSCs [13]. We previously published that allogeneic equine BM-MSCs cultured with TGF-β2 have reduced MHC I surface expression and cell-mediated cytotoxicity in vitro while retaining their abilities to suppress T cell proliferation and secrete PGE2 and TGF-β1 [14]. However, TGF-β is known to affect the expression of other cytokines, growth factors, and extracellular matrix molecules that may affect the MSC functions and the efficacy of MSC therapy [15, 16].

The purpose of this study was to determine how TGF-β2 changes the transcriptome of MSCs with an emphasis on secreted factors relevant to tendon healing in equine BM-MSCs. Through use of RNA-sequencing, western blotting, and a tenocyte migration assay, we discovered that TGF-β2-treated BM-MSCs have enhanced expression of extracellular matrix molecules including collagen and tenascin-C and, similar to untreated MSCs, increase tenocyte migration, all of which may improve their therapeutic efficacy for in vivo tendon healing.

## Methods

### Animal use and welfare

A total of 13 systemically healthy horses were utilized in this study for sternal bone marrow harvest as approved under protocol #19–628 for sedated bone marrow collection or #20–454 for postmortem collection by the Institutional Animal Care and Use Committee of North Carolina State University. All horses were between the ages of 6–16 years of age, were Thoroughbred or Thoroughbred crosses, and an equal number of mares and geldings were used in each experiment. The SDFT obtained for tenocyte isolation was collected from a 16 year old Thoroughbred horse euthanized for reasons unrelated to this study as approved under protocol #20–454.

### MSC isolation and culture

Bone marrow aspirates were collected aseptically from the sternum of horses using 11-gauge Jamshidi bone marrow aspirate biopsy needles under standing sedation with local lidocaine anesthesia or immediately post-euthanasia. Bone marrow aspirates were purified via Ficoll-Paque Plus (GE Healthcare) gradient centrifugation. Isolated cells were cultured in standard media containing 1 g/dl glucose DMEM (Corning), 10% fetal bovine serum (Atlanta Biologicals), 2 mM L-glutamine, 100 U/ml penicillin and streptomycin, and 1 ng/ml recombinant human basic fibroblast growth factor (bFGF)(Corning). When cultures reached 80% confluency, MSCs were passaged with Accutase cell-dissociation solution (Innovative Cell Technologies) and plated at a density of 6,250 cells per cm^2^ on 100 mm tissue culture plates. BM-MSCs were passaged for 2 to 4 passages prior to use. Cell count and viability at each passage were determined using a Cellometer® Auto 2000 and ViaStain™ AOPI Staining Solution (Nexcelom Bioscience LLC). BM-MSCs were treated by adding 1 ng/ml recombinant human TGF-β2 (BioLegend) to the media as previously described for 3 passages prior to RNA-sequencing or for 72 h for all other analyses [17]. We have previously published that MSCs isolated and cultured using this protocol are positive for CD29, CD44, and CD90 and negative for LFA-1 and CD45 [17].

### RNA-sequencing

Total RNA was extracted from paired P3 or P4 untreated and TGF-β2-treated BM-MSCs from four horses using the RNeasy Mini kit (Qiagen). Libraries were generated and poly(A) enriched using 1 ug of RNA as input. Indexed samples were sequenced using a 150 base pair paired-end protocol on a HiSeq 2500 (Illumina) according to the manufacturer’s protocol. Sequence reads were trimmed to remove possible adaptor sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the EquCab 3.0 using the STAR aligner v.2.5.2b. Unique gene hit counts were calculated using featureCounts from the Subread package v.1.5.2. Using DESeq2, a comparison of gene expression between the untreated and TGF-β2-treated BM-MSCs was performed. The Wald test was used to generate p values and log2 fold changes. Genes with an adjusted p value of < 0.05 and log_2_ fold change > 1 were determined to be differentially expressed for each comparison. The quantification and poly(A) selection of mRNA, library preparation, sequencing, and bioinformatics were outsourced to GENEWIZ, Inc.

### Protein lysate collection and western blotting

BM-MSCs from four additional horses not used for RNA-sequencing were cultured on 100 mm tissue culture plates in control media or media containing 1 ng/ml TGF-β2 for 72 h. The plates were washed with ice cold phosphate buffered saline (PBS) before adding 350 µl of cold RIPA Lysis and Extraction Buffer (Thermo Scientific) with 1X Halt Protease Inhibitor Cocktail (Thermo Scientific). Plates were scraped on ice and the contents transferred to a microcentrifuge tube and incubated on ice for 15 min. Microcentrifuge tubes were then centrifuged at 14,000* g* for 10 min. The protein lysate supernatant was collected and frozen at – 80 °C until used. For western blotting, 20 µg of protein lysate was boiled at 100 °C for 5 min with 1X Laemmli buffer and 5% 2-mercaptoethanol and resolved using an Any kD Criterion TGX gel (Bio-Rad). Protein was transferred to a PVDF membrane using a Trans-Blot Turbo Blotting System (Bio-Rad). The membrane was blocked with 5% non-fat dry milk before blotting the membrane with rabbit anti-human type I collagen antibody (Novus Biologicals, NBP168942) or rabbit anti-human tenascin-C antibody (Millipore Sigma, AB19011) [18] both at 1:500 in tris-buffered saline with 0.1% Tween-20 detergent. A mouse anti-human beta-actin antibody was used as a loading control at 1:10,000 (Invitrogen, clone 15G5A11/E2). The membrane was probed overnight at 4 °C before adding mouse anti-rabbit IgG-HRP secondary antibody (Cell Signaling Technology) at 1:2000 or goat anti-mouse IgG-HRP secondary antibody (Invitrogen) at 1:2000 for 1 h at room temperature. The membrane was incubated with Clarity Western ECL Substrate (Bio-Rad) for 5 min before imaging. Images were captured by a luminescent image analyzer with a CCD camera (Bio-Rad). Quantification of expression levels was calculated using ImageJ software (NIH), and values were expressed in arbitrary units relative to beta-actin (ACTB).

### MSC and tenocyte co-culture

To determine the effects of paracrine factors from TGF-β2-treated BM-MSCs on tendon, tenocytes were isolated from a forelimb equine SDFT similar to previously published methods [19]. The SDFT palmar to the third metacarpal bone was aseptically dissected and the tendon was transported in sterile PBS with 100 U/ml penicillin and streptomycin and transferred to a tissue culture hood. Under aseptic conditions, 5 mm × 5 mm × 5 mm tendon explants were created ensuring the center of the SDFT was isolated and paratenon excluded. Explants were digested for 12–18 h in media containing 1 g/dl glucose DMEM (Corning) supplemented with 10% fetal bovine serum (Atlanta Biologicals), 100 U/ml penicillin and streptomycin, 2 mM L-glutamine, 20 µg/ml α-ketoglutaric acid, and 50 µg/mL ascorbic acid and 0.3% collagenase type I (Gibco). Following digestion, media was filtered through a 100 µm Nylon cell strainer before centrifuging the cell solution at 800 g. Viability and cell count were obtained, and cells were cultured on 100 mm tissue culture plates at 8800 cells per cm^2^ in tenocyte media (as previously mentioned, without collagenase). Tenocytes were passaged with trypsin–EDTA (0.25%) when plates became confluent and subcultured to P2 prior to co-culture.

Untreated or TGF-β2-treated BM-MSCs from five additional horses and on horse also used for western blotting were seeded onto Transwell® polycarbonate membrane inserts (MilliporeSigma) in tenocyte media at a density of 20,000 cells per cm^2^. Tenocytes were similarly plated in Transwell inserts at 20,000 cells per cm^2^ as a control and to standardize nutrient deprivation between treatment groups. Cells were allowed 24 h to attach on inserts before adding to scratch wound wells for co-culture. Tenocytes were plated at a density of 6,250 cells per cm^2^ in the wells of a 12-well tissue culture plate and allowed to grow to confluency. Twenty-four hours prior to tenocyte wounding, tenocytes were transitioned to serum-free tenocyte media. A single vertical scratch wound was created in each well using a 200 µl pipette tip. The media was then aspirated, wells were washed twice with PBS, and serum-free tenocyte media was replaced. Images were taken at baseline and then every 12 h for 48 h at three separate locations along each scratch wound using an IX83 inverted microscope and cellSens™ software (Olympus). All images were obtained with the Transwell inserts removed, and to ensure the same location was imaged at each time point, a plate map was created and saved within cellSens™ software. Using Adobe Photoshop, the pixel area of the scratch wound at each location for all treatment groups was measured at baseline (time 0) and then each subsequent time point. The percent closure was calculated by averaging the three locations for each treatment group at each time point using the equation ((Average Area Time 0 − Average Area Time x)/Average Area Time 0)) × 100 where “x” represents time.

### Statistical analysis

The functional enrichment analysis of RNA-sequencing data was performed using g:Profiler (version e104_eg51_p15_3922dba) with g:SCS multiple testing correction method applying significance threshold of 0.05 [20]. Western blot data were normalized by log transformation and analyzed using paired one-tailed t tests with a null hypothesis of no difference using JMP Pro 15 (SAS Institute Inc.). The percent wound healing data for the tenocyte scratch assays were analyzed using a one-way repeated measures ANOVA followed by a Tukey’s test for multiple comparisons using Prism 9.0 (GraphPad).

## Results

### Differentially expressed genes in TGF-β2-treated BM-MSCs

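Bone marrow-derived mesenchymal stem cells (BM-MSCs), the plastic-adherent stromal cells grown from sternal marrow, were cultured from 4 horses, labelled D, J, L and W. Each horse gave 1 untreated library and 1 library from cells that received 1 ng/ml TGF-β2 in the medium, so that there were 4 untreated and 4 TGF-β2-treated libraries. The paper gives the treatment as 3 passages, whereas the sample labels describe exposure from the time of isolation to passage 3 or 4. Poly(A)-selected RNA was sequenced with paired ends. The authors trimmed the reads, aligned them to EquCab 3.0 with STAR, counted unique hits per gene with featureCounts and deposited normalized counts for 15266 named genes. Every deposited value was a whole multiple of 1 step per library, so the reads counted per gene could be recovered, and 100% of the values came out whole. Between 40057000 and 57256652 reads were counted per untreated library, with a median of 44408370.5. The treated libraries held 39198342 to 46648677 reads, with a median of 43227536. The 3 genes FN1, COL1A1 and COL1A2 took 0.880% to 6.27% of the reads of the untreated libraries and 10.3% to 14.4% of the treated ones. A floor of 3 reads corresponded to 2.02 to 3.60 normalized counts, which covers counting error only. Genes with a normalized count of at least 10 in at least 4 of the 8 libraries were tested, 14907 in all. The test was limma with an intensity trend on log2(normalized count + 1), without a term for the horse. Fold changes are on this log2 scale, which understates the change of genes with low counts. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper, were called differentially expressed.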

To identify global changes in gene expression after TGF-β2 treatment, RNA-sequencing was performed on matched untreated and TGF-β2-treated BM-MSCs from four donor horses. 

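Of the 14907 genes tested, 1709 were differentially expressed between the treated and the untreated libraries, 834 of them higher and 875 lower after TGF-β2 treatment. Libraries of the same horse deviated from their group means together, with a mean correlation across genes of 0.480 (range 0.386 to 0.609) against -0.159 for libraries of different horses. Deviations from a group mean cancel out within the group, so the negative value largely follows from the positive one and is no separate baseline. With the horse as a block in the limma model, 2108 genes were called, 1018 higher and 1090 lower, and 1689 of them were among the 1709 called without the block. In 1559 of the 1709 genes the 4 treated and the 4 untreated libraries did not overlap. Among all tested genes this held for 27.8%, where chance gives 2.86% for 4 libraries against 4. The change had the same direction in all 4 horses for 1688 of the called genes. Across the alternatives the number of calls ran from 718, with horse D left out and no term for the horse, to 3403, with no fold change threshold. When each library was scaled to the same total, 587 genes were higher and 1538 lower, 27.6% higher against 48.8% under the deposited normalization, and the median gene moved by -0.30 on the log2 scale. DESeq2's Wald test on the recovered reads of the same genes called 2051 without a term for the horse and 2343 with one.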

We observed 2467 significant differentially expressed genes (DEGs) in total with 1148 genes upregulated and 1319 genes downregulated (Fig. 1a). The genes with the largest increase in expression were INHBE, a member of the TGF-β superfamily, IFGBP5, an insulin-like growth factor binding protein, and RELN, a glycoprotein involved in neuronal migration. 

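Among the called genes, IGFBP5, RELN and INHBE ranked 1, 2 and 3 by log2 fold change. IGFBP5 rose from 14.3 ± 5.46 normalized counts (SD, n = 4) to 14289 ± 15170.1. Its log2 fold change was 8.94 with a standard error of 0.98, and the adjusted p from limma was 0.00124, or 0.00230 with the horse as a block. RELN rose from 13.0 ± 8.60 to 5936 ± 3832 normalized counts. The log2 change of RELN in single horses ran from 7.91 to 10.27, and limma gave an adjusted p of 2.28e-04, or 9.72e-04 with the block. INHBE had few reads without treatment, 4.41 ± 8.37 normalized counts against 780.5 ± 600.1 in treated cells. The untreated libraries of horses D and W held no read of INHBE, that of J 0.673 and that of L 17.0 normalized counts. The untreated mean therefore rests on horse L. The log2 fold change of INHBE, 7.97, had a standard error of 1.03 and an adjusted p of 0.00209 from limma (0.00200 with the block). FGF21 and ADAMTS16 followed, with log2 fold changes of 7.33 and 7.12. With DESeq2 and a term for the horse, INHBE ranked 1, IGFBP5 2 and RELN 3. INHBE ranked 7 with DESeq2 without that term, 10 with edgeR and 5 with a pseudocount of 5. All of these genes rose in all 4 horses and were still called with any single horse left out.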

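SCARA5 had the largest decrease of the called genes, from 3830.4 ± 2645 normalized counts (SD, n = 4) in untreated to 4.41 ± 3.37 in treated cells, a log2 fold change of -8.81 (standard error 1.17). Limma gave an adjusted p of 0.00221, and 0.00293 with the horse as a block. The untreated library of horse J held 145 normalized counts of SCARA5 and 272 of SNED1, both far below the other untreated libraries. GPC3, VCAM1, TNFRSF19 and SNED1 ranked 2 to 5, with log2 fold changes of -7.69, -7.55, -7.21 and -7.16. PDE1A ranked 6. It had 443 ± 454 normalized counts in untreated cells and at most 2 reads in any treated library. Its mean was thus at least 128-fold lower. The untreated libraries of horses D and W held 697 and 953 normalized counts of PDE1A, and those of J and L 31.0 and 92.3. The bound therefore rests mainly on horses D and W. The adjusted p of PDE1A from limma was 0.00395 (0.0105 with the block). C30H1orf115 ranked 18, with 53.3 ± 7.21 normalized counts in untreated cells and no read in any treated library. Against the floor of 3 reads it was at least 15.4-fold lower, and its adjusted p from limma was 9.34e-05, or 0.00100 with the block. All of these genes fell in all 4 horses. With DESeq2 and a term for the horse, SCARA5, PDE1A and C30H1orf115 ranked 1, 2 and 3. With a pseudocount of 5, PDE1A ranked 18 and C30H1orf115 88.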

The genes with the largest decrease in expression were SCARA5, a ferritin receptor, PDE1A, a phosphodiesterase involved in cAMP signaling, and C30H1orf115, an uncharacterized homolog of the human gene C1orf115. Gene ontology (GO) enrichment analysis was performed to identify the top overrepresented terms in the entire DEG set. The top ten molecular functions (MF), biological processes (BP), and cellular components (CC) for this data are listed in Fig. 1b. 

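The gene ontology annotation behind the paper's enrichment was not used here. Families fixed by gene symbol were compared instead, each against the other tested genes with a symbol, by a one-sided Fisher's exact test on the called genes of either direction, with Benjamini-Hochberg adjustment over the 7 families. The patterns for integrins, metalloproteinases, ribosomal proteins and complex I fixed only the start of the symbol. These families can therefore include genes that share the start of the symbol without belonging to the family. The growth factor pattern also takes in BMP1, which the paper describes as cleaving procollagen. Of the genes outside the collagen family, 11.2% were called. Among the collagens, 12 of 23 were called, an odds ratio of 8.61 (adjusted p = 6.03e-06, exact test). With the horse as a block the odds ratio was 8.12 (adjusted p = 6.70e-06, exact test). Growth factors had 19 of 44 called, with an odds ratio of 6.02 and 5.22 with the block (adjusted p = 5.65e-07 and 2.74e-06, exact tests). Integrins bind cells to the matrix, and 12 of 27 genes with symbols of the integrin pattern were called. The odds ratios were 6.31 and, with the block, 6.73 (adjusted p = 3.35e-05 and 6.70e-06, exact tests). Metalloproteinases had 11 of 38 called without the block and 17 with it (adjusted p = 0.00435 and 6.70e-06, exact tests). Laminins had 4 of 11 called and 5 with the block (adjusted p = 0.0393 and 0.0160, exact tests), but were not significant under total scaling, where the odds ratio was 2.33. The collagens were not significant with calls at an adjusted p under 0.01, where their odds ratio was 3.19. In the comparison families, 1 of 90 genes with ribosomal protein symbols and 0 of 45 with complex I symbols were called, with 1 and 0 under the block.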

Among the overrepresented GO terms relevant to tendon healing were extracellular matrix, collagen-containing extracellular matrix, tissue development, cell adhesion molecule binding, and growth factor activity. For the top 200 upregulated genes, all significant GO terms for MF, BP, CC, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, and human phenotype ontology (HP) are shown in Additional file 1: Fig. S1.

**Fig. 1:**
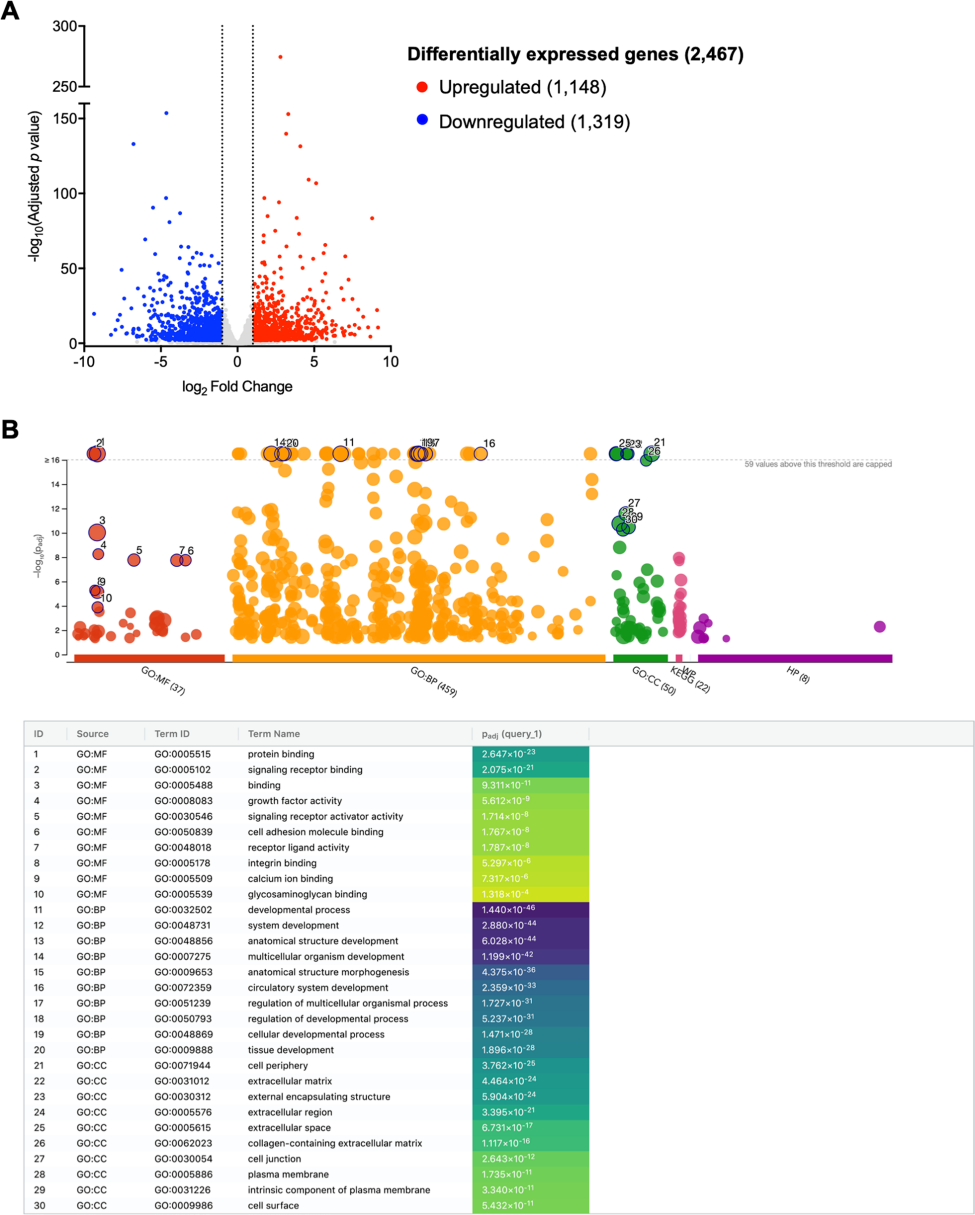
RNA-sequencing and functional enrichment analysis of differentially expressed genes (DEGs). **a** Volcano plot depicting the log_2_ fold change and -log_10_(adjusted *p* value) for gene transcripts in TGF-β2-treated equine bone marrow-derived MSCs detected by RNA-sequencing. Significantly upregulated DEGs are shown in red and significantly downregulated DEGs in blue. **b** Manhattan plots from g:Profiler illustrating GO term enrichment analysis of DEGs in TGF-β2-treated equine MSCs. The top 10 enriched pathways for each GO term (MF: molecular function; BP: biological process; CC: cellular component) are listed below

### Collagen expression is upregulated in TGF-β2-treated BM-MSCs

Twenty-eight different types of collagens have been described, although types I, II, III, IV, and V are the most common [21, 22]. Normal, healthy tendon is composed primarily of type I collagen. Regenerative therapies for tendons aim to increase type I collagen and limit persistence of type III collagen that is secreted during the proliferative phase of tendon healing, but is structurally weaker. In BM-MSCs treated with TGF-β2, collagen types I, IV, V, VIII, XI, XII, XV, and XVIII were significantly upregulated compared to untreated BM-MSCs (Fig. 2a). 

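Of 23 collagen genes tested, 11 were higher and 1 lower after treatment. With the horse as a block, 12 were higher and 1 lower. COL1A1 had a log2 fold change of 2.496 (standard error 0.64), and its adjusted p from limma was 0.0267, or 0.0172 with the block. COL1A2 rose by 1.67 on the log2 scale, in all 4 horses, from 0.52 to 2.88. The adjusted p of COL1A2 from limma was 0.0919 without the block and 0.0414 with it, so it was called with the block and not without it. DESeq2 called it with and without a term for the horse. COL4A1, COL8A1 and COL15A1 had log2 fold changes of 2.87, 2.297 and 2.74 and were called with any single horse left out. COL12A1 and COL18A1 had log2 fold changes of 1.96 and 2.08. The adjusted p from limma of COL18A1 was 0.0380, and it was lost with any 1 horse left out. Of the 4 fits that each left out 1 horse, COL1A1, COL11A1 and COL12A1 were called in 1 and COL5A1, COL5A2 and COL21A1 in 2. The leave-out fits had no term for the horse. A call lost in them does not by itself show that the change differed between horses. COL11A1, for example, rose by 3.15 to 3.58 in every horse. With all horses COL4A2 and COL21A1 were also called, with log2 fold changes of 1.94 and 2.004. The gene called lower was COL13A1, from 739.9 ± 284 to 66.1 ± 68.7 normalized counts (SD, n = 4), with an adjusted p from limma of 0.0108, or 0.0169 with the block. Under total scaling 11 collagen genes were called higher, and at an adjusted p under 0.01 only 4, the largest move of any alternative with 4 horses.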

COL1A1 and COL1A2 were by far the most abundant collagen transcripts detected in both untreated and TGF-β2-treated equine BM-MSCs followed by COL5A1, COL5A2, and COL12A1. 

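In untreated cells COL1A2 and COL1A1 had 512153 ± 398035 and 396294 ± 370618 normalized counts (SD, n = 4). The next were COL6A1, COL6A2 and COL6A3, with 128332 ± 29123, 126778 ± 35022 and 96643 ± 63168. COL5A1, COL5A2 and COL12A1 followed, with 78389.8 ± 63682, 75842 ± 44110.2 and 75261 ± 37430.2. The ranges over the 4 horses overlapped between all of these 6 genes in untreated cells. In treated cells COL1A1 had 1657272 ± 378203 and COL1A2 1289639.5 ± 354183 normalized counts, followed by COL5A1 with 490288 ± 198322, COL5A2 with 298144 ± 92518 and COL12A1 with 285519 ± 140287. The 3 type VI genes came after these, with means between 89959 and 100536. Normalized counts were not divided by transcript length, so the order reflects reads and not molecules.

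**Figure D1:**
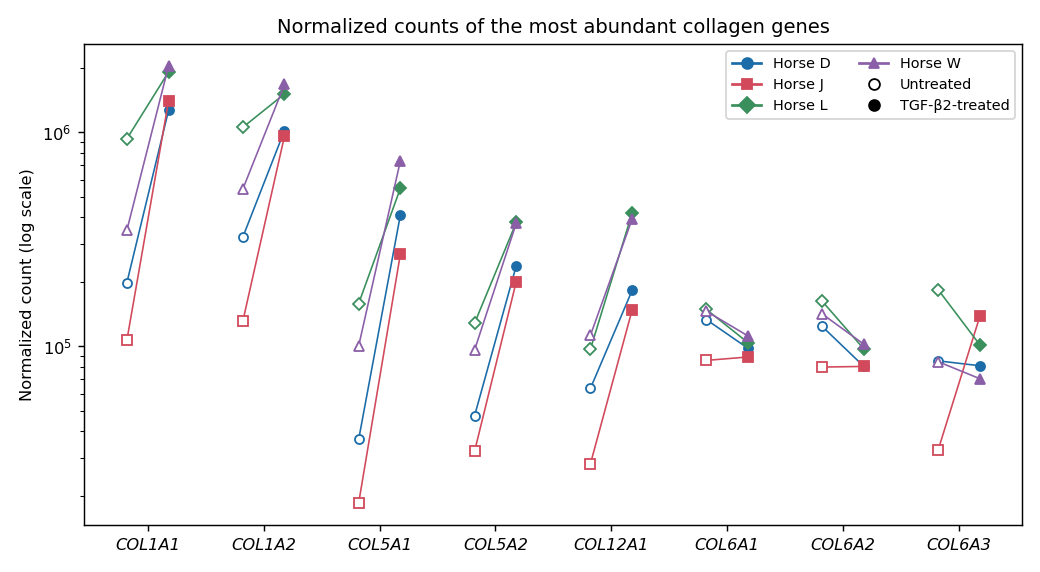
Normalized counts on a log axis of 8 collagen genes in each horse, with open symbols for untreated libraries, filled symbols for treated libraries and a line for each horse. The untreated mean of COL6A1, 128332, is above that of COL5A1, 78389.8, and the order is the other way round in treated cells.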

COL11A1, which has been shown to regulate type I collagen fibril assembly [23, 24], had the greatest Log2 fold change in TGF-β2-treated BM-MSCs compared to untreated. 

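COL11A1 had a log2 fold change of 3.31 (standard error 0.73), the largest of the tested collagen genes, from 5459 ± 3588 to 50812 ± 29994 normalized counts (SD, n = 4). The change was similar in all 4 horses, from 3.15 to 3.58, while the level differed between horses. In limma the adjusted p was lower with the horse as a block, 6.51e-04 against 0.0152 without it. COL5A1 was next, and the difference between these log2 fold changes was within their standard errors.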

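COL5A1 had a log2 fold change of 3.003 (standard error 0.66) and COL5A2 of 2.13 (standard error 0.46). In limma the adjusted p was 0.0153 for COL5A1 and 0.0139 for COL5A2, and 0.00487 and 0.00360 with the horse as a block. Both genes rose in all 4 horses, COL5A1 by 1.79 to 3.86 and COL5A2 by 1.57 to 2.64 on the log2 scale, and in both the treated libraries lay above the untreated ones without overlap.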

Both subunits associated with type V collagen were upregulated, which may support collagen fibrillogenesis [25]. Gene transcripts of type II and type III collagens were not detected by RNA-sequencing. Protein expression of alpha-1 type I collagen from untreated and TGF-β2-treated BM-MSCs from 4 different donor horses was measured by western blot (Fig. 2b). Prominent bands could be detected around both 180 kDa and 35 kDa, which likely correspond to the procollagen alpha-1 chain and procollagen type I carboxy-terminal propeptide, respectively [26, 27]. All horses expressed significantly more total alpha-1 type I collagen from TGF-β2-treated BM-MSCs than untreated (*p* = 0.0001) (Fig. 2b). This significant increase in collagen production by TGF-β2-treated BM-MSCs may be beneficial in improving healing in tissues like tendons where collagen production is critical to the structure, integrity, and function of the tissue.

**Fig. 2:**
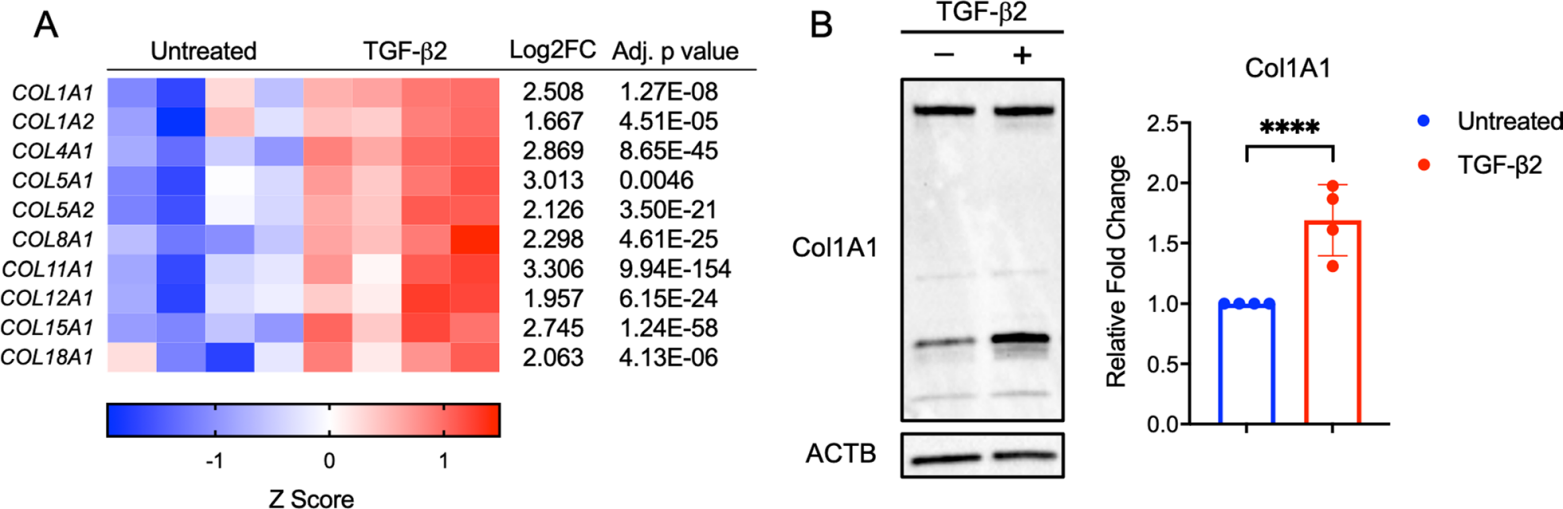
Collagen expression in equine MSCs. **a** Heatmap representation of collagen genes from RNA-sequencing for untreated and TGF-β2-treated equine MSCs. Data shown are Z scores, log_2_ fold change, and the adjusted *p* value for each gene for n = 4. **b** Representative western blot of Col1A1 and ACTB protein expression in untreated and TGF-β2-treated equine MSCs and the densitometric comparison of the relative expression of Col1A1 to ACTB. Data shown are mean ± SD for n = 4, ****p = 0.0001 by a one-tailed t test

### Extracellular matrix genes and enzymes are differentially expressed in TGF-β2-treated MSCs

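TNC, which encodes tenascin-C, rose from 25958 ± 12714 to 113555 ± 31565 normalized counts (SD, n = 4), a log2 fold change of 2.33. Limma gave an adjusted p of 0.0140, or 0.00896 with the horse as a block. The untreated library of horse J, with 7053, lay far below the other untreated libraries. For BGN (biglycan) the log2 fold change was 1.49, with an adjusted p from limma of 0.0142 (0.00886 with the block). ELN (elastin) had few reads, 59.1 ± 71.2 normalized counts in untreated and 334 ± 68.4 in treated cells, and its change ran from 0.98 to 4.86 between horses. The log2 fold change of ELN was 3.28, with an adjusted p from limma of 0.0219 (0.0169 with the block). FN1 (fibronectin) was the most abundant of these genes, rising from 361461 ± 223631 to 3033722 ± 886665 normalized counts, with a log2 fold change of 3.302 and an adjusted p from limma of 0.00702 (0.00596 with the block). Of the 12 genes that Fig. 3a lists as higher, 11 were called higher, and 12 with the block. ASPN (asporin) was the gene called with the block and not without it. Its log2 fold change was 1.696, with an adjusted p from limma of 0.190 without the block and 0.00718 with it.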

Numerous other non-collagenous ECM genes linked to healthy tendon or tendon healing were upregulated in TGF-β2-treated BM-MSCs including tenascin-C, biglycan, elastin, and fibronectin (Fig. 3a). Tenascin-C is a known marker of tenogenic differentiation and tendon ECM; it plays an important role in cell migration during wound healing, collagen fibril organization, and creates a de-adhesive ECM environment during injury repair [28, 29]. Protein expression of tenascin-C was confirmed to be significantly upregulated in TGF-β2-treated BM-MSCs compared to untreated BM-MSCs (*p* = 0.0005) (Fig. 3b). 

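TNXB fell from 293 ± 77.3 to 114.6 ± 64.1 normalized counts (SD, n = 4), a log2 fold change of -1.61 with a standard error of 0.57. It was lower in all 4 horses, with log2 changes from -2.94 to -1.09, and the groups did not overlap. The adjusted p from limma was 0.0772 without the horse as a block and 0.0227 with it, so TNXB was called with the block and not without it. DESeq2 with and without a term for the horse and limma after total scaling also called it. TNXB was the only one of the 13 genes of Fig. 3a with a negative log2 fold change.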

Of the tendon relevant ECM genes, only tenascin-X (TNXB) was downregulated in TGF-β2-treated BM-MSCs. Along with increases in collagen expression, increases in ECM protein expression from TGF-β2-treated BM-MSCs may assist and enhance tendon repair and healing.

**Fig. 3:**
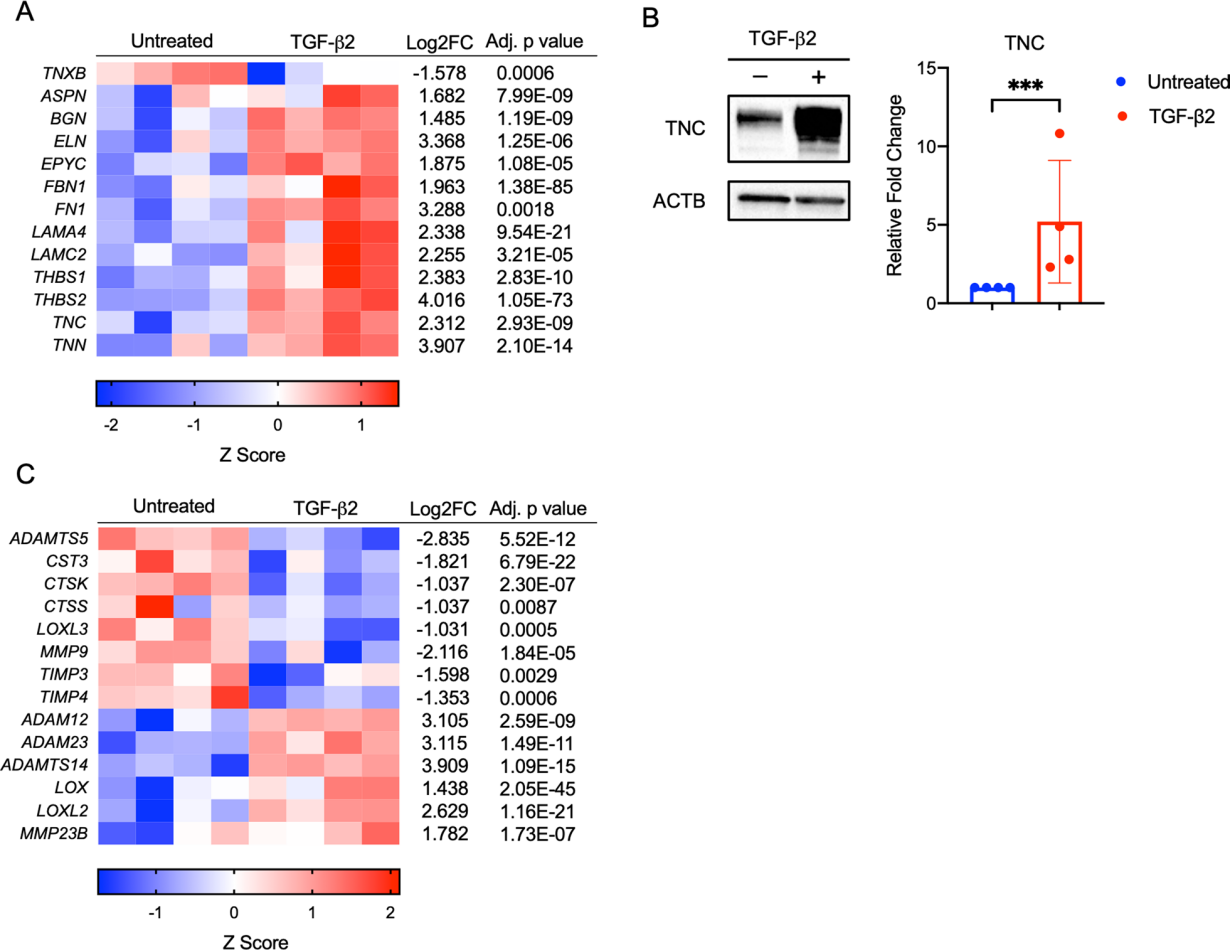
Extracellular matrix protein and enzyme expression in equine MSCs. **a** Heatmap representation of extracellular matrix protein genes from RNA-sequencing for untreated and TGF-β-treated equine MSCs. Data shown are Z scores, log_2_ fold change, and the adjusted *p* value for each gene for n = 4. **b** Representative western blot of TNC and ACTB protein expression in untreated and TGF-β2-treated equine MSCs and the densitometric comparison of the relative expression of TNC to ACTB. Data shown are mean ± SD for n = 4, ***p = 0.0005 by a one-tailed t test. **c** Heatmap representation of extracellular matrix enzyme genes from RNA-sequencing for untreated and TGF-β2-treated equine MSCs. Data shown are Z scores, log_2_ fold change, and the adjusted *p* value for each gene for n = 4

Also important to the ECM in tendon healing are the enzymes that assist with remodeling, collagen cross-linking, and regulation of growth factors. 

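MMP9 had 2913 ± 949.7 normalized counts (SD, n = 4) in untreated and 835 ± 759.5 in TGF-β2-treated cells. The log2 fold change was -2.15 (standard error 0.56), with an adjusted p from limma of 0.0281, or 0.0209 with the horse as a block. All 4 horses showed a decrease, from -3.85 to -0.94, although the groups overlapped. With each horse left out in turn, MMP9 stayed called in 1 of 4 fits, none of which had a term for the horse.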

Matrix metalloproteinase-9 (MMP9) is suggested to play a role in early tendon remodeling [30] and was downregulated in TGF-β2-treated BM-MSCs (Fig. 3c). 

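TIMP3 had 32528 ± 12452 normalized counts (SD, n = 4) in untreated and 12929 ± 9087 in treated cells, a log2 fold change of -1.58. It fell in 3 of 4 horses, and the adjusted p from limma was 0.0774, or 0.0595 with the horse as a block, so that it was called in neither fit. DESeq2 on the recovered reads, with and without the horse term, and limma after total scaling called it. TIMP4 was less abundant, with 175 ± 82.6 normalized counts in untreated and 64.8 ± 13.1 in treated cells, and had a log2 fold change of -1.34 and an adjusted p from limma of 0.0197 (0.0223 with the block). The untreated library of horse W, with 298 normalized counts of TIMP4, lay above the other untreated libraries. For TIMP1 and TIMP2 the log2 fold changes were 0.19 and -0.20, within the spread between horses, with adjusted p from limma of 0.696 and 0.611 (0.283 and 0.439 with the block). Under total scaling TIMP1 had a log2 fold change of -0.13.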

Tissue inhibitors of metalloproteinase, TIMP3 and TIMP4, were also downregulated in TGF-β2-treated BM-MSCs, although expression of TIMP1 and TIMP2 was unaffected by TGF-β2 treatment. 

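LOX had 29478 ± 14245 normalized counts (SD, n = 4) in untreated and 79217 ± 37969 in treated cells, and LOXL2 had 7849.7 ± 5076 and 42499 ± 14400.1. LOX rose by nearly the same amount in each horse, from 1.29 to 1.59 on the log2 scale, but the horses differed in level and the groups overlapped. The adjusted p of LOX from limma was 0.0633 without the horse as a block and 0.00177 with it, so it was called with the block and not without it. DESeq2 with and without a term for the horse called it too. LOXL2 had a log2 fold change of 2.63 (standard error 0.52), with an adjusted p from limma of 0.0100 (0.00253 with the block). Of the 14 enzyme and inhibitor genes of Fig. 3c, 10 were called, and 12 with the block.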

LOX and LOXL2, which encode lysyl oxidase family members and are involved in cross-linking of collagen and elastin, had high levels of transcript detected in BM-MSCs and were significantly upregulated in TGF-β2-treated BM-MSCs. The timing of expression and coordination between secreted ECM subunits and enzymes that contribute to tendon ECM remodeling, maintenance, and healing are not well understood, so it is still unclear how significantly the changes in these secreted factors might affect the healing tendon.

### Cytokines and growth factors are differentially expressed in TGF-β2-treated BM-MSCs

Cytokines and growth factors regulate tendon healing by stimulating angiogenesis, extracellular matrix production, tenocyte proliferation, and modulating immune responses. Gene expression of several important cytokines and growth factors relevant to tendon healing was upregulated in TGF-β2-treated BM-MSCs compared to untreated controls (Fig. 4). 

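Of the 10 genes that Fig. 4 lists as higher, 8 were called higher, with and without the horse as a block, and all 4 genes listed as lower were called lower. IGF1 and BMP2 were not called in either fit. BMP2 rose in all 4 horses, by 0.41 to 2.597, with an adjusted p from limma of 0.202 (0.0646 with the block). TGFB2 itself rose from 365 ± 98.3 to 2709.8 ± 1355 normalized counts (SD, n = 4), with an adjusted p from limma of 0.00148 (0.00562 with the block). EREG, CTGF and PDGFA had log2 fold changes of 2.46, 1.67 and 1.57, and PDGFD one of -4.18. From the increases in collagen and other matrix expression the paper proposes that treated cells may assist tendon repair. Besides RNA, the paper measured type I collagen and tenascin-C as protein, and tenocyte migration in co-culture. It describes several cytokines and growth factors of Fig. 4 as relevant to healing, and the role of IL-11 in tendon as poorly characterized.

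**Figure D2:**
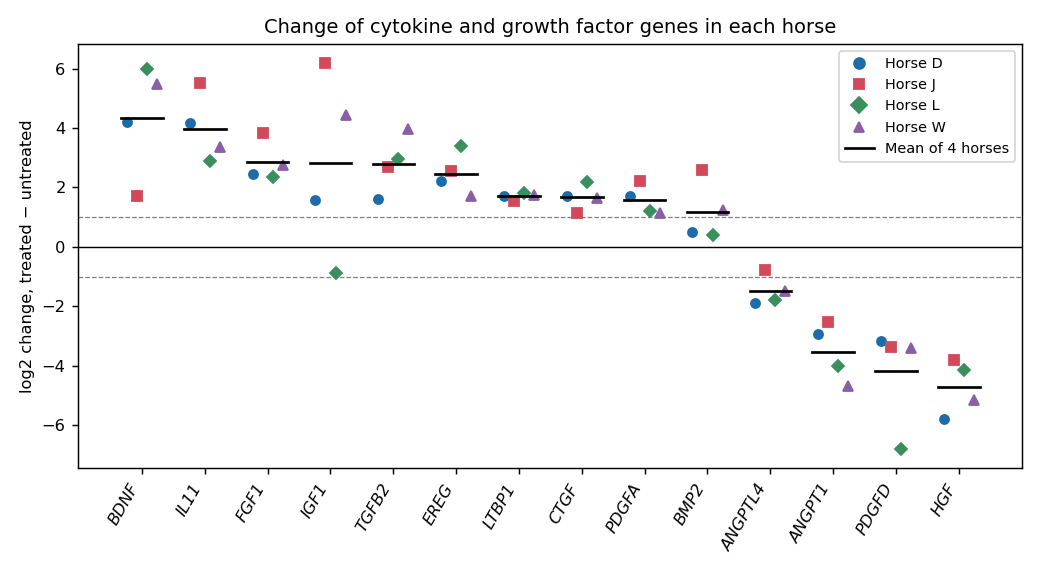
Difference in log2(normalized count + 1) between the treated and the untreated library of each horse, for the 14 genes of Fig. 4, with a black bar at the mean of the 4 horses and dashed lines at a log2 change of 1 and -1. IGF1 ranges from -0.87 to 6.18, and LTBP1 from 1.53 to 1.81.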

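BDNF rose from 97.3 ± 81.8 to 1759 ± 817 normalized counts (SD, n = 4), a log2 fold change of 4.34 (standard error 0.59) with an adjusted p from limma of 0.00243, or 0.0103 with the horse as a block. IL11 rose from 523 ± 294 to 12666 ± 13284, a log2 fold change of 3.98 (standard error 0.89) with an adjusted p from limma of 0.0157 (0.00366 with the block). FGF1 had a log2 fold change of 2.84 (standard error 0.27) and the lowest adjusted p of these genes from limma, 7.69e-04 (0.00294 with the block). IGF1 had a mean log2 fold change of 2.84 with a standard error of 1.38. It rose in 3 of 4 horses, while in horse L it fell from 379.7 to 207 normalized counts. The adjusted p of IGF1 from limma was 0.176, and 0.115 with the block, so the change did not exceed the spread between horses in either fit. DESeq2 with the horse as a term called IGF1.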

Cytokines with the greatest upregulation in TGF-β2-treated BM-MSCs included bone-derived neurotropic factor (BDNF), interleukin-11 (IL-11), insulin-like growth factor-1 (IGF-1), and acidic fibroblast growth factor (FGF1). We attempted to measure IGF-1 protein expression from BM-MSCs using a commercial anti-human IGF-1 ELISA kit and an anti-human IGF-1 antibody in a western blot, but no protein could be detected (data not shown). 

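IGFBP4 had 78166 ± 23708 normalized counts (SD, n = 4) in untreated and 27438 ± 12469 in treated cells, IGFBP6 had 50991 ± 6705 and 26749 ± 2406, IGFBP7 had 12587 ± 6560.4 and 15743 ± 5914, and IGFBP2 had 13791 ± 8289 and 11886 ± 5524. IGFBP5 ranged from 9.13 to 21.7 normalized counts in untreated cells and from 1018 to 34463 in treated cells. IGFBP4 was lower after treatment, with a log2 fold change of -1.55 and an adjusted p from limma of 0.0174 (0.0123 with the horse as a block). IGFBP6 had a log2 fold change of -0.93, short of the threshold, with an adjusted p from limma of 0.00331 (0.00384 with the block). IGFBP2 and IGFBP7 did not change by more than the spread between horses, with adjusted p from limma of 0.834 and 0.510 (0.356 and 0.195 with the block).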

Human IGF-1 and equine IGF-1 have 98% homology, but high levels of transcripts of five IGF binding proteins, IGFBP2, IGFBP4, IGFBP5, IGFBP6, and IGFBP7, were also detected in untreated and TGF-β2-treated BM-MSCs. IGFBPs can block antibody binding to IGF-1, which may have affected our ability to measure protein expression in cell culture supernatant and cell lysate [31, 32]. ANGPT1 and ANGPTL4, which may promote angiogenesis and tenocyte migration and cell cycle progression in injured tendons [33, 34], were downregulated in TGF-β2-treated BM-MSCs, but VEGFA, VEGFB, and VEGFC isoforms were not differentially expressed. 

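ANGPT1 fell from 1284 ± 928 to 100.5 ± 48.5 normalized counts (SD, n = 4), a log2 fold change of -3.54 with an adjusted p from limma of 0.00380, or 0.00372 with the horse as a block. ANGPTL4 fell from 6528 ± 2765 to 2193 ± 700.2, a log2 fold change of -1.49 with an adjusted p from limma of 0.0267 (0.00613 with the block). Both were lower in all 4 horses. VEGFA, VEGFB and VEGFC had log2 fold changes of 0.24, -0.37 and 0.18, with adjusted p from limma of 0.417, 0.282 and 0.730. With the block these were 0.385, 0.0218 and 0.597, so VEGFB passed the p-value threshold of limma but not the fold change threshold. Under total scaling VEGFA and VEGFC had log2 fold changes of -0.068 and -0.13.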

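PGE2 is a lipid and has no transcript, so the genes for its synthesis were examined. PTGES had 8325 ± 4051 normalized counts (SD, n = 4) in untreated and 4455 ± 1776 in treated cells, a log2 fold change of -0.79 with an adjusted p from limma of 0.272 (0.158 with the horse as a block). PTGS2, the inducible cyclooxygenase, had 248 ± 117 and 352 ± 511, rose in 1 horse and fell in 3, and its adjusted p from limma was 0.751 (0.661 with the block). The rise was in horse J, whose treated library held 1117 normalized counts of PTGS2. With each horse left out in turn its log2 fold change ran from -1.38, without horse J, to -0.0075, without horse D. PTGS2 was called in none of these fits. PTGS1, PTGES2 and PTGES3 had log2 fold changes between -0.14 and 0.045 and were not called in either fit. The signs of PTGS1 and PTGS2 depended on the test, and DESeq2 without the horse term gave 0.10 and 0.50 against -0.14 and -0.45 with limma. With the horse term DESeq2 gave -0.10 and -0.60, the same signs as limma. Under total scaling PTGES2 and PTGES3 had log2 fold changes of -0.27 and -0.28. TGFB1 had a log2 fold change of 0.72 with an adjusted p from limma of 0.239 (0.0968 with the block). DESeq2 with the horse term on all listed genes, a fit chosen after seeing the values, gave it an adjusted p of 0.0451. Its log2 fold change there, 0.71, was below the fold change threshold. TGFB1 was higher in all 4 horses, by 0.042 to 1.596, and the treated library of horse J, at 5988 normalized counts, lay far above the other treated libraries.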

PGE2 and TGF-β1 have been identified in the horse as the primary cytokines responsible for immunomodulation [35], and these were not differentially expressed in TGF-β2-treated BM-MSCs. This is supported by our previous work that did not find any significant difference in the concentrations of PGE2 and TGF-β1 in modified one-way mixed leukocyte reactions with untreated and TGF-β2-treated BM-MSCs [14].

**Fig. 4:**
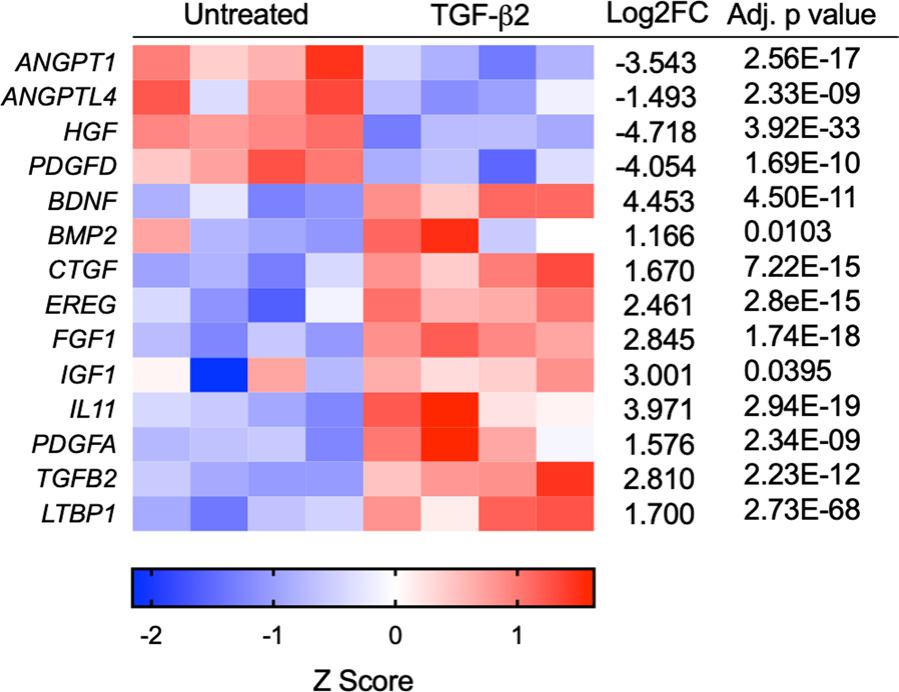
Cytokines and growth factor genes expressed in equine MSCs. Heatmap representation of cytokine and growth factor genes from RNA-sequencing for untreated and TGF-β2-treated equine MSCs. Data shown are Z scores, log_2_ fold change, and the adjusted *p* value for each gene for n = 4

### BM-MSCs increase tenocyte migration

Migration of tenocytes to the site of tendon damage following injury is an important initial step in the repair process [36]. To determine if the changes in the secretome of TGF-β2-treated BM-MSCs affect tenocyte migration, untreated and TGF-β2-treated BM-MSCs were indirectly co-cultured with tenocytes in a standard scratch assay. Tenocyte scratch wound closure was significantly improved with untreated BM-MSCs at 24 and 48 h and with TGF-β2-treated BM-MSCs at 24, 36, and 48 h (Fig. 5a). A significant difference between untreated and TGF-β2-treated BM-MSC groups was measured only at 36 h (Fig. 5b). An effect on tenocyte migration was noted between BM-MSCs from different horses (*p* < 0.0001), which is consistent with the known variation in the quantity of paracrine factors secreted from outbred species like humans and horses [37, 38]. Based on these results, the secretome of TGF-β2-treated BM-MSCs does not appear to be detrimental to tendon migration following wounding in an in vitro scratch wound assay.

**Fig. 5:**
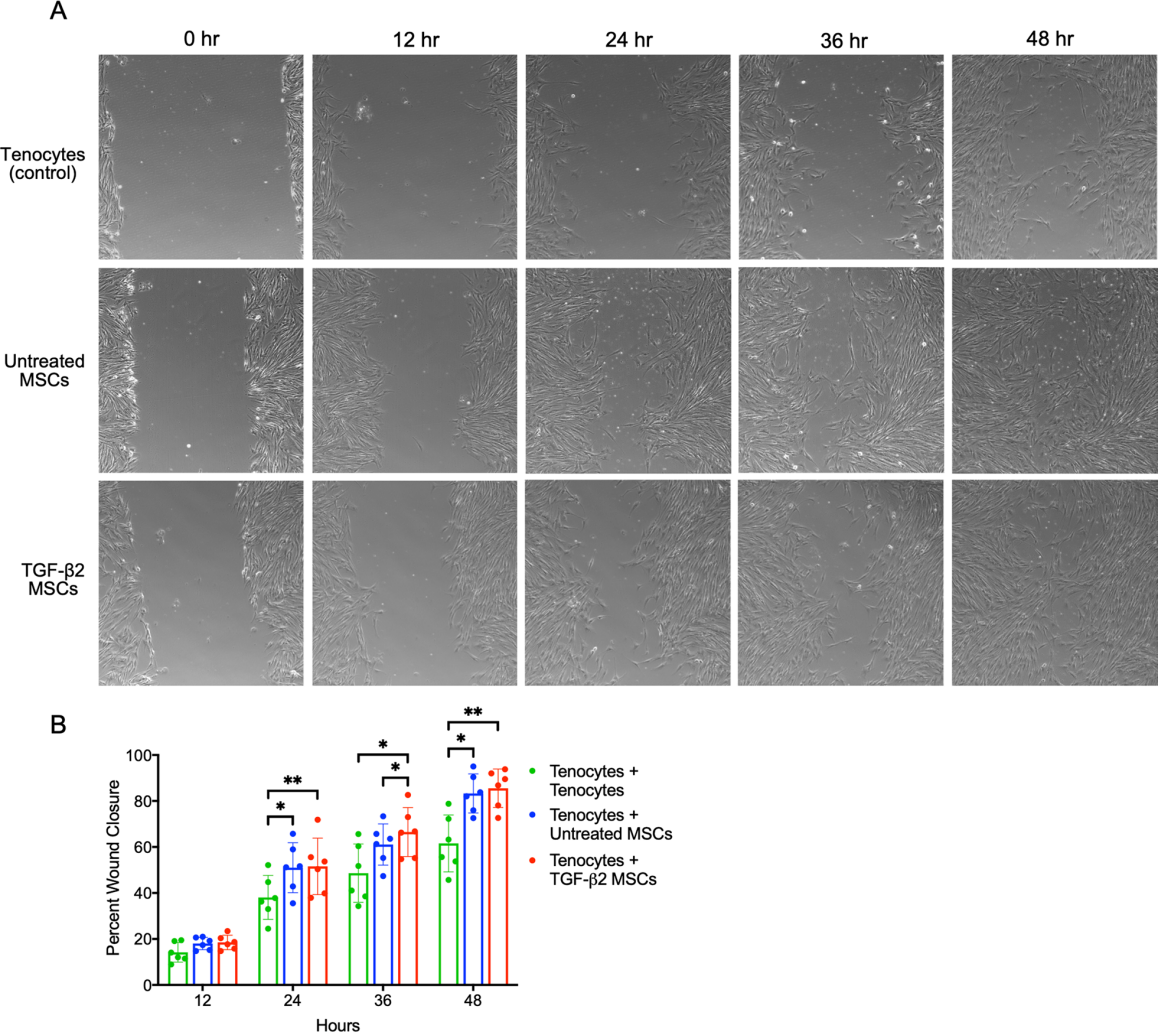
Tenocyte migration in MSC co-culture. **a** Representative images of the tenocyte scratch wound at 0, 24, 36, and 48 h post-scratch for tenocytes + tenocytes (control), tenocytes + untreated MSCs, and tenocytes + TGF-β2-treated MSCs. **b** The percent tenocyte wound closure at each time point for each treatment group. Data shown are mean ± SD for n = 6, *p < 0.05 and **p < 0.01 by a one-way repeated measures ANOVA with a Tukey’s post hoc test

## Discussion

Treatment of tendon injuries is a major challenge in human and veterinary orthopedic medicine, and the goals of regenerative therapies are to improve the tendon biochemical composition and biomechanical strength while reducing clinical reinjury rates. Advances in the understanding of MSC biology have led us to explore modulating cell function in an effort to improve MSC therapy for tendon injuries. In this study, we investigated changes in gene and protein expression of paracrine factors and ECM components related to tendon healing in equine BM-MSCs treated with TGF-β2. Using RNA-sequencing, we identified gene expression of numerous secreted factors important for tendon healing including COL1A1 and COL1A2, TNC, LOX, IGF-1, and FGF1 which were upregulated in TGF-β2-treated BM-MSCs compared to untreated MSCs. Further, when grown together in co-culture, both untreated and TGF-β2-treated BM-MSCs enhanced migration of equine tenocytes.

The clinical outcome of MSC therapy is dependent on both the quality and viability of the cells [39–42]. As seen in both the RNA-seq results and western blots, there were significant differences in the production of paracrine factors and ECM components between individual horses. This is consistent with reports that the quality of autologous MSCs can be affected by individual genetic backgrounds, health status, and age [43–45]. 

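The horse term was tested in the limma model with treatment and horse. At an adjusted p under 0.05, 48 of 14907 genes differed between horses, and 3251 did at an unadjusted p under 0.05. Of the 51 genes listed in Figs. 2a, 3a, 3c and 4, 23 had an unadjusted p under 0.05 and 2 passed the adjustment, COL11A1 (adjusted p = 0.0168 from limma) and FBN1 (adjusted p = 0.0470 from limma). Each horse contributed 1 untreated and 1 treated library. The horse term therefore also holds any culture or library difference that both libraries of a horse share. With each horse left out in turn, between 0 and 175 genes passed. The 0 was without horse L, where 2766 genes had an unadjusted p under 0.05. Over all tested genes the first principal component, with 52.0% of the variance, separated treated from untreated libraries, and the second, with 19.7%, set both libraries of horse J apart from the others.

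**Figure D3:**
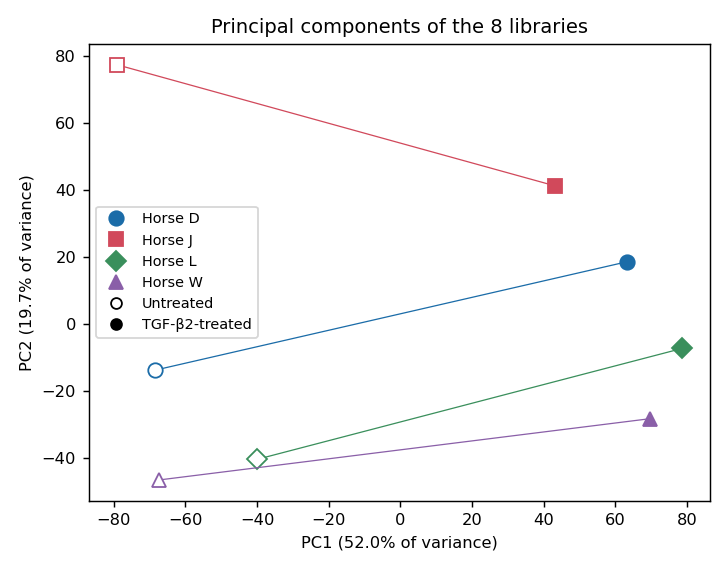
First and second principal components of log2(normalized count + 1) over 14907 genes, with open symbols for untreated libraries, filled symbols for treated libraries and a line joining the libraries of each horse. On the second component the untreated library of horse J lies at 77.3 and its treated library at 41.1, above the other 6 libraries.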

As shown in this study, the quantity of paracrine factors important for tendon healing can be increased by treating BM-MSCs with TGF-β2. Additionally, BM-MSCs from older horses may grow more slowly, but treating BM-MSCs with TGF-β2, provided bFGF is also included in the culture media, increases the yield of cells even from older horses [17]. Treating BM-MSCs with TGF-β2 could therefore potentially improve the efficacy of autologous therapy from patients who might otherwise be less than ideal candidates for MSC therapy including older patients. TGF-β2 also reduces MHC class I expression on MSCs, which reduces the cell-mediated immunogenicity of allogeneic BM-MSCs [14, 17]. In this study, we used different horses across experiments and still saw similar increases in both gene and protein expression of type I collagen and tenascin-c in the TGF-β2-treated MSCs. Even though BM-MSCs were treated with TGF-β2 for a much shorter period of time than the BM-MSCs used for RNA-seq, both type I collagen and tenascin-c protein expression was significantly upregulated. This is consistent with previously published in vitro and in vivo studies that have shown significant improvements in wound healing or clinical signs following treatment with MSCs licensed with cytokines for 24 or 48 h [40, 46–48]. Therefore, a short duration treatment of TGF-β2 is likely sufficient to significantly enhance the secretome of BM-MSCs and improve the efficacy of both autologous and allogeneic BM-MSC therapy, although more studies are needed to confirm this.

Type I collagen is the primary collagen of healthy tendon ECM. With aging and injury, the ECM contains higher levels of type III collagen along with more disorganized fibers [49]. Therefore, a strategy to improve tendon healing would include a shift to decrease deposition of type III collagen and concurrent remodeling into type I collagen. In western blots, TGF-β2-treated BM-MSCs had increased expression of the pro-alpha-1 chain and procollagen type I carboxy-terminal propeptide (PICP), which can only originate from synthesized type I collagen and is used as a marker of type I collagen production [50]. Increased PICP in the BM-MSC cultures may be due to both upregulation of type I procollagen and BMP1, which cleaves the carboxy terminus of type I procollagen [51]. BMP1 was upregulated in TGF-β2-treated BM-MSCs, although the log2 fold change was slightly less than 1. 

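BMP1 had 12118 ± 3348 normalized counts (SD, n = 4) in untreated and 23371 ± 2363 in treated cells, a log2 fold change of 0.99 with a standard error of 0.20. Limma gave an adjusted p of 0.0114, or 0.0176 with the horse as a block. BMP1 rose in all 4 horses, by 0.44 to 1.62, and the groups did not overlap. With each horse left out in turn, the log2 fold change ran from 0.78 to 1.17.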

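COL5A3, which encodes the remaining type V chain, had 87.3 ± 75.6 normalized counts (SD, n = 4) in untreated and 53.3 ± 55.8 in treated cells, a log2 fold change of -0.64. Limma gave an adjusted p of 0.626, or 0.294 with the horse as a block. It rose in 1 horse and fell in 3, and the treated library of horse W, with 137 normalized counts, lay far above the other treated libraries.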

TGF-β2 treatment also enhanced BM-MSC gene expression of two of the three type V collagen alpha chains, which are incorporated into the type I collagen triple helix during collagen maturation in tendon tissue [22]. Tendon ECM development may be further supported through BM-MSC secretion of tenascin-C, which has been shown to enhance tendon stem cell migration and remodeling and accelerate restoration of tissue matrix after exogenous administration [52]. Therefore, TGF-β2-treated BM-MSCs may improve the composition of the tendon ECM during healing through direct secretion of both the collagenous and non-collagenous tendon ECM.

While many of the secreted factors upregulated following treatment could impart benefit to a healing tendon, others may be associated with fibrosis under certain conditions. IL-11 is a poorly understood pleiotropic cytokine belonging to the IL-6 family which plays a role in stromal cell proliferation, tissue healing and homeostasis, as well as fibrosis, but its role in tendon injury and repair is not well characterized [53–55]. Like TGF-β, BMP-2 drives extracellular matrix expression and can promote fibrosis in chronic tendon inflammation, although it also promotes tenocyte migration [56, 57]. HGF, an inhibitor of myofibroblast differentiation and TGF-β-induced fibrosis [58], is downregulated in TGF-β2-treated BM-MSCs. 

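HGF fell from 991 ± 235 to 39.2 ± 16.9 normalized counts (SD, n = 4), a log2 fold change of -4.72 with a standard error of 0.37. The adjusted p from limma was 3.23e-04, or 0.00171 with the horse as a block. The decrease was seen in all 4 horses, from -5.79 to -3.82, and HGF was called with any single horse left out.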

Due to the inherent complexity of biologic systems, the timing and cell specificity of cytokine and cytokine receptors involved in fibrosis, and our minimal understanding of what is required for a tendon to remodel to its native composition and strength [59], there are still many unknowns about the full effects of TGF-β2-treated BM-MSCs on tendon healing. Further research into how TGF-β2-treated BM-MSCs affect tenocyte gene expression and function is necessary to better predict any potential adverse effects. Additionally, while we do not see any overt morphologic changes in the BM-MSCs after adding TGF-β2 [17], in vivo testing in preclinical animal models is needed to confirm that TGF-β2-treated BM-MSCs do not promote ectopic bone or cartilage formation as some of the upregulated secreted factors are also involved in osteo-chondrogenic development.

Co-culture assays with BM-MSCs and tenocytes demonstrated that BM-MSC paracrine factors enhanced tenocyte migration. Other studies have established the role of migration in improved tendon healing [36, 57] and that MSC paracrine factors enhance cellular migration and proliferation of tenocytes as well as corneal epithelial cells and dermal fibroblasts [60–62]. Chen et al. determined that this tenocyte-specific response in improved cell migration was due to activation of the ERK1/2 pathway by MSC paracrine factors, although the exact factors responsible were not elucidated [60]. FGF1, TGF-β2, and IL-11, all which were upregulated in TGF-β2-treated BM-MSCs, can activate MAP kinase signaling as can angiotensin, prostaglandins, and platelet derived growth factors [63–66]. In this study, both untreated and TGF-β2-treated BM-MSCs significantly improved migration of tenocytes. While TGF-β2-treated BM-MSCs only showed an enhanced effect on migration over untreated BM-MSCs at a single time point, 36 h, it is not clear from this in vitro study if this difference would significantly enhance healing in vivo. However, migration is a single outcome measure and future studies investigating if TGF-β2-treated BM-MSCs improve tendon healing will focus more in depth on modulation of tenocyte function including ECM production and secretion of paracrine factors.

Genome-wide transcriptional analysis of equine BM-MSCs has not been extensively investigated despite the horse being an important large animal translational model for testing MSC regenerative therapies in musculoskeletal injuries [67, 68]. Harman et al. used single-cell RNA-seq to compare equine MSCs between tissue sources, but the focus of the reported data was on differences in phenotypic markers and expression of C-X-C motif chemokine ligand 6 (CXCL6) [69]. Although some cell functions can be inferred across species, differences in MSC phenotype and function have been previously identified in the horse including differences in important immunomodulatory factors [38, 70, 71]. Through RNA-sequencing, we revealed which secreted factor genes relevant to tendon healing are and are not expressed in equine BM-MSCs allowing for future comparisons between other species including humans and mice. We have also shown that TGF-β2 enhances gene expression of collagens, ECM matrix proteins, matrix remodeling enzymes, and growth factors in BM-MSCs. MSCs licensed with inflammatory cytokines typically have significant increases in immunomodulatory factors rather than collagen and other ECM-related proteins. As immunomodulatory factors play a critical role in tissue healing, treating BM-MSCs with both TGF-β2 and an inflammatory cytokine prior to treatment may enhance the paracrine function of MSCs in additional ways that are relevant to treatment of tendon injuries and should be further investigated. One limitation of this study is that it focuses primarily on the changes in gene expression in BM-MSCs following TGF-β2 treatment. However, the results from the RNA-seq do give us a better understanding of what proteins equine BM-MSCs potentially secrete, which allows us to better plan future experiments to characterize the entire secretome. Additional research into the changes in protein expression of BM-MSC secreted factors is also necessary to understand mechanisms of BM-MSC-mediated tissue repair and the differences in the BM-MSC secretome between the horse and the human for translational relevance.

## Conclusion

In this study, we demonstrated that treating equine BM-MSCs with TGF-β2 significantly increased production of secreted factors associated with tendon healing and maintained the ability of BM-MSCs to promote tenocyte migration. Increasing the expression of growth factors, collagens, and other extracellular matrix molecules from BM-MSCs by treating the cells with TGF-β2 prior to in vivo use may improve the consistency of secreted factor production and cell quality. More in vitro research into which BM-MSC secreted factors are most important for improving tendon healing is still needed as are preclinical animal models to investigate if manipulation of the secretome of BM-MSCs using TGF-β2 results in enhanced therapeutic efficacy for tendon injury.

## Supplementary Information

**Additional file 1**. Figure S1. GO terms, adjusted p value, and -log10(adjusted p value) for the top 200 upregulated genes in TGF-β2-treated BM-MSCs.

## Data Availability

The raw sequence data and normalized cells counts reported in this paper have been deposited in the Gene Expression Omnibus (GSE207394). All other data are available upon reasonable request.

## Abbreviations

BP: Biological processes
CC: Cellular components
ECM: Extracellular matrix
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
MF: Molecular function
MHC: Major histocompatibility complex
MSC: Mesenchymal stem cell
PICP: Procollagen type I carboxy-terminal propeptide
SDFT: Superficial digital flexor tendon
TGF-β: Transforming growth factor-β

How the deposited data were processed for this re-analysis (not part of the article)

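RNA was sequenced from BM-MSCs of 4 horses, each with 1 untreated culture and 1 culture treated with 1 ng/ml TGF-β2, giving 8 libraries. The sample labels name the horse and the treatment of each library, and the pairing comes from the horse letter. The authors trimmed the reads with Trimmomatic, aligned them to EquCab 3.0 with STAR, counted unique hits per gene with featureCounts and compared the groups with DESeq2's Wald test. They deposited a table of normalized counts, gene counts divided by a size factor for each library, which is a signal that is never negative and not a whole-number count. The table held 15267 rows, of which 1 had no gene name and was left out. Gene names were used as the table gives them, and no coordinates are printed, since an annotation of EquCab 3.0 was not used here.

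Each deposited signal value was divided by the library's step, the value of 1 read, which was found as the largest step of which all low values are whole multiples. Rows with exactly 1 read numbered 38 to 87 per library, and 100% of the values were whole. The recovered reads were used for the depth and for the count tests. Between 39198342 and 57256652 reads were counted per library. The smallest sum of reads over the 8 libraries was 81 for any gene listed. A floor of 3 reads was used for lower bounds on folds, and it covers counting error only, since reads amplified by PCR are not independent molecules.

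The main test was limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3 on log2(normalized count + 1), over genes with at least 10 normalized counts in at least 4 of the 8 libraries. Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1 made a call. The paper's text names no term for the donor, so the main model had none, and the model with the horse as a block is given beside it. Alternatives were other pseudocounts (0.5 and 5), no filter and a filter at 50, upper-quartile, total and TMM scaling, no trend, DESeq2 1.42.0 with and without the horse, edgeR 4.0.16's quasi-likelihood test, an adjusted p under 0.01, no fold change threshold, and each horse left out in turn. These and the rule for named genes were fixed before the data were examined. DESeq2 on all 15266 listed genes, with and without the horse, was added after the values were seen.

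The genes named are every gene the paper names or lists in Figs. 2a, 3a, 3c and 4, the 5 called genes with the largest increase and the 5 with the largest decrease that changed the same way in all 4 horses, every collagen gene in the table, the genes of PGE2 synthesis and TGFB1, and a list of genes of the TGF-β response, of lineages, of TGF-β receptors and of surface markers. One item covered by the rule is not reported here. Genes outside the rule are marked as chosen after their values were seen. Gene families were compared by Fisher's exact test in scipy 1.17.1. The procedures were tested on simulated data for 15266 genes, drawn from the real means and size factors with 200 genes changed by a log2 fold change of 2. Every simulated gene had the same dispersion, 0.0620, and differences between horses were given only to genes outside the 200. The recovery therefore does not show how the tests fare on changed genes that also differ between horses. All simulated reads were recovered. Over 15147 genes passing the filter, limma recovered 197 of the 200 changed genes with 2 other calls, limma with the block 200 with 3, DESeq2 198 with 4, DESeq2 with the horse 196 with 3, edgeR 198 with 2, and the test of horses 184 of 194 with 3. The western blots, the migration assays, the type II and type III collagen genes and the gene ontology enrichment were not analysed here.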

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

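All tests in this part were chosen after the results they weigh had been seen.

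In 12 of 225 groups of 4 libraries, 1 library lay further from the others of its group than Dixon's 95% critical value for 4 samples allows on the log2 scale, where chance gives about 11.2. The number is therefore what chance gives. In untreated cells of horse J, normalized counts of SCARA5 were 145 against 3991 to 6356 in the other untreated libraries, of TNC 7053 against 30142 to 34222, of SNED1 272 against 2978 to 4629.7, of CXCL6 4112 against 709 to 818 and of COL23A1 469 against 53.1 to 71.6. Treated cells of horse J had 5988 against 1795 to 2119 for TGFB1 and 3701 against 3344 to 3355 for SKIL. Untreated cells of horse W had 298 against 125 to 142 for TIMP4 and 19961 against 8682 to 9548 for THBS2, and treated cells of horse W had 137 against 24.6 to 26.2 for COL5A3. Untreated cells of horse L had 1465 against 89.6 to 144 for TNN, and untreated cells of horse D had 37.4 against 90.3 to 98.0 for ADAM23.

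The untreated library of horse J held 5 of the 12 values. It was also the library with the most reads, and the most and least deeply sequenced libraries together held 5, all of them in that library. Thinned to the smallest depth, that library still held 5 of the 5 past the critical value, but thinning hardly moves normalized counts of this size, so this cannot decide on depth. If depth were the cause, a value would differ from the nearest of its group by no more than the largest ratio of reads between libraries, 1.46. Of the 12 values 11 differed by more, the exception being SKIL with 1.10, which counts against depth for the others. The state of that culture and chance cannot be told apart here. No biological explanation was tested for these single values, because each horse has 1 library per condition.

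Some genes of the TGF-β response and of the tendon lineage for which the paper gives no result of its own were higher in treated libraries. SKIL had a log2 fold change of 1.61, ACTA2 of 2.27 and TAGLN of 1.33. The tendon transcription factors SCX and MKX had 2.398 and 2.96, and SOX9 had 1.21. Each was higher in 4 of 4 horses, with adjusted p from limma between 2.28e-04 and 0.0386, and between 0.00100 and 0.0175 with the horse as a block. Other genes read for the same response or for mesenchymal lineages were not called, SMAD7 with 0.024, COMP with 1.11, RUNX2 with -0.27, ACAN with -0.43 and ALPL with -1.29. If normalization were the cause, the calls would be lost under another scaling. The smallest log2 fold change under the deposited, upper-quartile, total and TMM scalings was 1.30 for SKIL, 1.96 for ACTA2, 1.01 for TAGLN, 2.09 for SCX and 2.64 for MKX, and each of these was called under all 4 scalings. SOX9 fell to 0.90 under total scaling, below the threshold, where the median gene had -0.30. Total scaling moved most named genes by nearly the same amount, -0.31 at the median. The comparison of scalings therefore tests only shifts of about this size. The lost call shows that SOX9 lay close to the threshold and does not mark its change as an effect of normalization. Without horse J the log2 fold changes were 1.65 for SKIL, 2.17 for ACTA2, 1.31 for TAGLN, 2.58 for SCX and 3.27 for MKX, all still called, and 1.16 for SOX9, which was not. Of the 4 fits that each left out 1 horse, SKIL was called in 4, ACTA2 in 2, and TAGLN, SCX, MKX and SOX9 in 1. These fits had no term for the horse. The increase of SKIL, ACTA2, TAGLN, SCX and MKX may be a response to TGF-β2, which remains a hypothesis, while the call of SOX9, but not its direction, depended on the scaling. The loss of its call without horse J does not single out that horse, because it was also lost without horse D and without horse W.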

How the results depend on the processing

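The alternatives were fixed before the data were examined, apart from DESeq2 on all listed genes, which was added after the values were seen. Where a result changed, the cause was not tested.

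The number of differentially expressed genes, 1709 in the main test, stayed within 1.5 times that number under other pseudocounts, filters, scalings, no trend, the horse as a block (2108), DESeq2 and edgeR, from 1342 to 2467. At an adjusted p under 0.01 it was 885, with 445 higher and 440 lower. With no fold change threshold it was 3403, with 1734 higher and 1669 lower. Across the 4 fits that each left out one horse it ran from 718 to 1899, with from 364 to 904 higher and from 354 to 995 lower. Without horse D and without horse W the numbers were the lowest, 718 and 795, and without horse J the number rose to 1899, of which 1468 were called with all horses. These fits had no term for the horse. DESeq2 with the horse as a term on all listed genes, a fit chosen after the values were seen, called 2003 without horse D, 2444 without J, 2329 without L and 1955 without W, a smaller drop without D or W.

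Total scaling moved the balance of the calls, with 587 higher and 1538 lower, 27.6% higher against 48.8% in the main test, and moved the median gene by -0.30. DESeq2 with the horse as a term on all listed genes called 1319 lower.

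Of the collagen genes, 11 were called higher, 4 at an adjusted p under 0.01, and from 4 to 9 with one horse left out. Genes differing between horses numbered 48 in the main test, 73 with a pseudocount of 5, 24 with the stricter filter and 86 without trend. They ran from 0 to 175 with one horse left out. The 0 came without horse L, where 2766 genes had an unadjusted p under 0.05.

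The odds ratio of the collagens was 3.19 and no longer significant at an adjusted p under 0.01, and ran from 3.55 to 6.58 with one horse left out, losing significance without horse W. The odds ratio of the laminins was no longer significant with no filter (3.91), under total scaling (2.33) and with no fold change threshold (1.79), and ran from 2.26 to 5.69 with one horse left out, losing significance without horse D, L or W. The metalloproteinases lost significance with no fold change threshold (1.63). Integrins and growth factors stayed significant under all alternatives run.

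Of 112 named genes tested, 67 were called. Total scaling moved most of the named genes by nearly the same amount, -0.31 at the median, and genes with a small positive log2 fold change took the other sign, TIMP1 (-0.13), VEGFA (-0.068), VEGFC (-0.13), PTGES2 (-0.27), PTGES3 (-0.28), SMAD7 (-0.29), COL6A3 (-0.092), COL8A2 (-0.098) and COL9A2 (-0.054). DESeq2 without the horse gave 0.10 for PTGS1 and 0.50 for PTGS2, on the tested and on all listed genes alike, and edgeR gave 0.097 and 0.50. DESeq2 with the horse gave 0.61 for ACAN, and 0.63 on all listed genes. None of these genes was called in the main test. With one horse left out, the sign changed for VEGFC (from -0.015 to 0.42), CXCL6 (from -0.60 to 0.35), PTGS1 (from -0.45 to 0.26), PTGES2 (from -0.086 to 0.26), PTGES3 (from -0.046 to 0.068), SMAD7 (from -0.14 to 0.15), ACAN (from -1.14 to 1.402), COL23A1 (from -0.52 to 0.55), COL24A1 (from -0.059 to 1.10) and COL6A3 (from -0.40 to 0.58). In the other changes, 14 results fell below and 38 rose above the threshold across alternatives with all horses. Of the 38, 5 came with the horse as a block. These numbers leave out an adjusted p under 0.01 and no fold change threshold, which were not counted gene by gene. With 1 horse left out, in fits without a term for the horse, 91 fell below and 4 rose above.

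The ranking of the collagens per kb of exon was not run, because no annotation of the build was used. Genes with few reads in one group, such as PDE1A and C30H1orf115, allow only lower bounds on the fold.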

Differences from the paper's values

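The paper reports 1319 genes as downregulated, and 875 were called lower here. Of the alternatives set before the data were examined, no filter (901), total scaling (1538), the horse as a block (1090), DESeq2 without (1114) and with the horse (1229), edgeR (904), leaving out horse J (995) and no fold change threshold (1669) came within 1.5 times the paper's number. The other pseudocounts, the stricter filter, upper-quartile and TMM scaling, no trend, an adjusted p under 0.01 and leaving out horse D, L or W did not. The paper's numbers of all, upregulated and downregulated genes, 2467, 1148 and 1319, were reached exactly by DESeq2 with the horse as a term on all 15266 listed genes (2467, 1148 and 1319), a setting that was chosen after seeing the values and after other fits had been tried. DESeq2 without the horse on all listed genes, also chosen after seeing the values, called 2153, of which 1188 were lower.

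For CST3 the log2 fold change was -1.18, against the paper's value of about -1.8 in Fig. 3c, read by eye. None of the alternatives set before the data were examined closed the gap, and neither did those added later.

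The paper lists COL1A2, TNXB, ASPN, LOX, MMP23B, CTSS, TIMP3, BMP2 and IGF1 as differentially expressed, and none of these was called in the main test, where their adjusted p from limma ran from 0.0633 to 0.202. The horse as a block in limma called COL1A2, TNXB, ASPN, LOX and MMP23B, but not CTSS, TIMP3, BMP2 or IGF1. DESeq2 with the horse called all 9, on the tested and, in a fit chosen after seeing the values, on all listed genes. DESeq2 without the horse called COL1A2, TNXB, CTSS, TIMP3 and LOX, on the tested and, in a fit chosen after seeing the values, on all listed genes. Total scaling called TNXB and TIMP3, and leaving out horse J called LOX.

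The paper places COL5A1, COL5A2 and COL12A1 next after the type I genes in both untreated and treated cells. In untreated cells COL6A1, COL6A2 and COL6A3 came next, with means of 128332, 126778 and 96643 normalized counts against 78389.8 for COL5A1. The paper names IGFBP5 among the transcripts detected at high levels in both groups, and its mean in untreated cells was 14.3 normalized counts. The paper gives PDE1A and C30H1orf115 among the genes with the largest decrease, and they ranked 6 and 18 among the genes called lower. With DESeq2 and the horse as a term they ranked 2 and 3 after SCARA5, and INHBE ranked 1 among the genes called higher, both on the tested genes and, in a fit chosen after seeing the values, on all listed genes. DESeq2 without the horse gave INHBE rank 7, PDE1A 2 and C30H1orf115 5, and on all listed genes, in a fit chosen after seeing the values, 8, 5 and 8, with SCARA5 at 2. With edgeR the 3 genes ranked 10, 3 and 4, and with a pseudocount of 0.5 they ranked 3, 3 and 10, against 5, 18 and 88 with one of 5. With one horse left out, PDE1A ranked from 2 to 10 and C30H1orf115 from 16 to 22. The stricter filter left PDE1A and C30H1orf115 untested.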

Other observations

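All tests in this part were chosen after the results were seen.

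The 35 splits of the 8 libraries into groups of 4 were each tested as the treatment was. Of the 8 splits that part the libraries of all 4 horses, 1 gave as many calls, the real one, and the largest number in another of them was 0, where up to 1231 genes had an unadjusted p under 0.05. With 8 such splits the share cannot fall under 0.05, so chance cannot be excluded by this count alone. The other splits keep the libraries of some horses together, and the largest number among them was 9.

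The main test called 1709 genes against the paper's 2467. A candidate explanation is that the paper's fit had a term for the horse and no further filter, although its text names neither. DESeq2 with both gave 2467 calls, and 1702 of the 1709 genes of the main test were among them. The log2 fold changes in Figs. 2a, 3a, 3c and 4 were read and rounded, and 50 of 51 lay within rounding of that fit. The exception was CST3. The adjusted p that the captions say are shown were not compared. Many of these hardly differed between fits and cannot tell them apart, such as LOX with 1.44 in that fit and in limma. Others differed more, such as IGF1 with 3.00 in that fit and 2.84 in limma. The DESeq2 fit was sought after the paper's number was known. A match in all 3 counts therefore points to the setting but does not exclude another that gives the same numbers. No biological explanation applies to a difference between fits.

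In that fit FN1 and COL5A1 had adjusted p of 0.00184 and 0.00464 from DESeq2, although they rose in 4 of 4 horses by log2 fold changes of 3.29 and 3.01. Their gene-wise dispersions in DESeq2, 0.832 and 0.830, lay above the optimum of the Cox-Reid adjusted likelihood, 0.144 and 0.179. Of 303 genes with a mean above 20000 normalized counts, 8 had a dispersion more than 2 times the optimum, SPARC and LUM among them. These limits were set after the values were seen. COL1A1 and COL1A2, with means of 1026783 and 900896, had ratios of dispersion to optimum of 1.43 and 0.28. High counts alone therefore did not go with a dispersion far above the optimum. With the gene-wise dispersions of the 303 genes set to the optimum, the adjusted p of FN1 from DESeq2 was 1.97e-22 and that of LUM went from 0.0525 to 2.48e-05, while the number of calls went from 2467 to 2475. The large adjusted p of FN1, COL5A1 and LUM may therefore come from their dispersion estimates and not from the spread between horses. The refit did not lower every adjusted p, and that of DCN from DESeq2 went from 0.0972 to 0.226. Why the estimates of FN1, COL5A1 and LUM stopped above the optimum was not tested.

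The untreated library of horse J differed from the other untreated libraries in genes of the interferon response. CXCL10 had 33719 normalized counts there, 859 in untreated cells of horse W, and 3.48 and 12.2 in those of horses D and L. Treated cells of all 4 horses had at most 5.96. CD74 had 28616 in horse J and 1646 in horse W, against at most 23.6 in the other untreated libraries. CXCL10 and CD74, the 18 interferon response genes tested and the 8 T cell marker genes were chosen after their values were seen. After the library was thinned to the smallest depth, 18 of the 18 genes still had more reads than in any other untreated library. The genes had been chosen for being high there, so this count could not have come out otherwise. The median excess over the other untreated libraries was 6.34 on the log2 scale, and the largest ratio of reads between libraries was 1.46, 0.547 on that scale, so library depth is too small to account for it. Under total scaling the median excess was 6.47. A library of another horse is unlikely, because 4 genes were present or absent only in the untreated and the treated library of horse J, and 0 only in its untreated library and a treated library of another horse, which counted against a mislabelled sample. All 8 T cell markers, CD3D, CD3E and CD3G among them, were highest in the untreated library of horse J, with 812 reads in sum. Untreated cells of horse W had 75, and the other 6 libraries at most 3. A candidate explanation is that T cells carried over from the marrow released interferon in the culture. Since the markers were picked for this pattern, the test cannot decide it, and the interferon response cannot be told apart from T cells in the culture. Whether TGF-β2 removed these cells cannot be tested with 2 of 4 horses showing them.

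Across 14907 genes, which are not independent replicates, the log2 change of horse J correlated with the mean of the other horses by 0.657, against 0.782 to 0.885 for the others. In horse J 2467 genes changed in the direction opposite to that in all 3 other horses, against 678 to 1121 in each of the others. Opposite by more than 1 on the log2 scale were 48 genes in horse J, against 0 in D, 6 in L and 0 in W. In the DESeq2 fit with the horse term, leaving out horse J lost 255 of the 1319 genes called lower, within the 243 to 353 lost when each of the 4 horses was left out.

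B2M, part of MHC class I, fell from 59765 ± 56261 to 7192 ± 682 normalized counts (SD, n = 4), a log2 fold change of -2.52, and was lower in 4 of 4 horses, with an adjusted p from limma of 0.0237 (0.0175 with the horse as a block). B2M is also 1 of the 18 interferon response genes above. In untreated cells it had 136704 normalized counts in horse J and 66744 in W, against 15974 in D and 19640 in L. In treated cells of D and L it had 6544 and 6675, so it also fell in these horses. With each horse left out in turn the log2 fold change ran from -2.93 to -1.97. None of these fits left out both J and W, so the share of the fall that goes with the interferon response was not separated. The MHC class I genes EQMHCB2 and EQMHCC1, chosen after their values were seen, were not called in either fit. Their log2 fold changes were -1.26 and -1.39, with adjusted p from limma of 0.368 and 0.722 (0.171 and 0.220 with the block). EQMHCB2 was lower in 4 horses and EQMHCC1 in 3. The fall of B2M thus does not by itself show a fall of these genes. THY1, which encodes CD90, fell from 100212 ± 73982 to 19854 ± 12874, a log2 fold change of -2.21, lower in 4 of 4 horses (adjusted p 0.0494 from limma, 0.00203 with the block), and TGFBR2 had a log2 fold change of -1.09. SMAD7 had 0.024, with an adjusted p from limma of 0.930. ALPL rose in 1 horse and fell in 3, with log2 changes from -4.29 to 3.52. LUM, which encodes the matrix proteoglycan lumican and was chosen after its values were seen, fell from 186914 ± 84628 to 50525 ± 14748 normalized counts, lower in 4 of 4 horses with log2 changes from -2.53 to -0.28, and with an adjusted p from limma of 0.0120 (0.0246 with the block).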
